A study of Mus musculus with 18 samples. Its data were reported in "StemBond hydrogels control the mechanical microenvironment for pluripotent stem cells" (2021).

How the data were processed

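The samples were mouse E14 embryonic stem cells (mESCs), an established line from a 129 background, which were kept for 24 h in serum with the cytokine LIF on StemBond hydrogels coated with fibronectin. StemBond gels are polyacrylamide gels polymerised with the co-factor AHA (6-acrylamidohexanoic acid), whose concentration sets how strongly extracellular matrix (ECM) is tethered to the gel, called adhesiveness here. Per the labels, gels were soft (near 750 Pa) or stiff (near 160 kPa) and contained 16 mM (low), 48 mM (mid) or 80 mM (high) AHA. Groups followed the labels, with 3 libraries in each of 6 groups, and replicates were numbered in sample order within each group. The labels gave no batch and no replicate number shared between groups, so no blocking term was used. The sequencing indexes given with the counts followed sample order, and therefore group order. An effect of index could not be separated from the groups.

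The authors extracted total RNA, made libraries with a pico-input mammalian kit, aligned reads with GSNAP to the mouse genome build GRCm38/mm10, and counted reads per Ensembl gene with HTSeq. The deposited values were raw read counts per gene with no normalisation. Whether HTSeq used the strand of a read was not stated, so genes with exons on the opposite strand of another gene were treated as uncertain. The table held 46078 genes, 92 ERCC and 7 SIRV spike-in RNAs and 5 HTSeq summary lines. The summary lines were kept out of library sizes and tests. They took 61.5 to 64.0% of each column's sum, of which reads not aligned were 35.9 to 38.5%, reads outside annotated genes 23.7 to 25.3% and ambiguous reads 1.28 to 1.77%. Gene symbols, biotypes and coordinates came from the GENCODE M21 annotation of GRCm38, which named 45143 of the gene identifiers and left 935 unnamed. Of these, 21519 were protein-coding.

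Gene counts per library ranged from 5850621 to 9290261, and 4086447 to 6502650 of them lay in protein-coding genes. A few genes took many counts: the lincRNA Gm26917 took 13.1%, the mitochondrial rRNA gene mt-Rnr2 4.08%, Gm23935 3.02% and Gm42418 2.04% of all gene counts. These genes are not protein-coding and were outside the main tests. After fitting, the common dispersion was 0.00286, which is a biological coefficient of variation of 5.35%. The interval given for an ERCC share covers counting error only.

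Tests used edgeR 4.0.16 in R 4.3.3. Protein-coding genes that passed filterByExpr (minimum count 10) were scaled with TMM and fitted with a robust quasi-likelihood model holding 1 coefficient per group, and 13438 genes were tested. The study set aside outlier libraries with a high share of ERCC reads. Here the soft, high AHA library with the highest ERCC share, replicate 1, was left out by that measure, which left 17 libraries (8 soft, 9 stiff). Contrasts were soft minus stiff at each AHA concentration, AHA concentrations against each other at each stiffness, the average of the 3 soft minus stiff differences, high minus low AHA averaged over both stiffnesses, and an F test on 2 degrees of freedom that the 3 soft minus stiff differences were equal (the interaction). P-values were adjusted by Benjamini-Hochberg within a contrast, and a gene was called when its adjusted p was under 0.05. Standard errors of log2 fold changes came from the quasi-likelihood F statistic. Expression per library is given as CPM, the counts of a gene scaled to a common total over the tested protein-coding genes with TMM.

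A total of 10 gene lists were tested with camera (limma 3.58.1, preset inter-gene correlation 0.01) in 20 tests, adjusted together. General pluripotency, naive pluripotency and formative genes, ERK-activated and ERK-suppressed genes, and pre- and post-implantation epiblast genes were taken from the study, which derived them from other experiments or from embryo data. The ERK lists were the top 50 activated and top 50 suppressed genes the study displayed after removal of a MEK inhibitor, chosen there for their large changes on stiff substrates in that experiment, and its longer ERK target sets were not used here. Lists of SRF (serum response factor) targets, YAP targets and focal adhesion genes came from general knowledge. None of the lists was drawn from these libraries. Lists shared few members, at most 5 between any pair. Principal components were computed on log2 CPM (prior count 2) of the 500 most variable genes. Library measures of soft and stiff libraries were compared with two-sided exact permutation tests.

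Genes named individually followed a rule: members of the 3 pluripotency and formative lists; the 5 highest and 5 lowest average log2 fold changes among genes called at all 3 AHA concentrations in 1 direction with a mean of at least 1 CPM; the 5 lowest adjusted p-values of high against low AHA at each stiffness; and the 5 lowest adjusted p-values of the interaction. Only Trrap, the single gene of its contrast, was named after its values were seen. The groups, tests, lists, naming rule and the first set of alternatives were fixed before the data were examined. These alternatives were DESeq2's size factors (RLE), DESeq2 1.42.0 in place of edgeR, all genes with at least 2 counts, genes with at least 10 counts in every library, all annotated genes, only the 2 groups compared in a fit, all libraries kept, no robust estimation, an added minimum absolute log2 fold change of 0.2, 1 F test over the AHA concentrations of a stiffness, each replicate left out in turn, fry or an estimated correlation for the lists, and other gene sets and prior counts for the components. Leaving out another soft, high AHA library, computing components on called genes, a primitive endoderm marker list, and a fit with the counts of every library thinned at random to a common depth were added after seeing the data. List tests of the stiffness effect at high minus low AHA, apart from the 20 tests above, were also added then.

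The edgeR procedure was tested on simulated data with 13203 genes, 200 of them changed between stiffnesses. It recovered 83.0%, 83.0% and 78.5% of the changed genes at low, mid and high AHA and 96.0% in the average effect, and 2.92 to 6.21% of its calls there were unchanged genes. In contrasts with no simulated change it called 0 genes, except 1 gene in stiff, high against mid AHA. The shares recovered hold for the simulated changes, each larger than the median effect of called genes given below. In the average effect, 20 genes raised in the simulation had a median log2 fold change of 0.58. Genes called in the data had a median absolute log2 fold change of 0.22. Recovery of smaller changes, or of changed genes with few counts, was not tested.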

Results

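RNA sequencing was used to ask how substrate stiffness and the strength of ECM tethering change gene expression in mESCs held for 24 h in serum and LIF. The 18 libraries comprised 3 for each of 6 substrates, which were soft (about 750 Pa) or stiff (about 160 kPa) and had low (16 mM), mid (48 mM) or high (80 mM) AHA. Gene counts per library ranged from 5850621 to 9290261, and 68.4 to 72.7% of them fell in protein-coding genes. Between 17860 and 19423 genes had at least 3 counts in a library. Replicates of a group differed by more than counting noise in each of the 18 pairs (chi-square per degree of freedom from 1.82 to 3.07). This cannot tell separate cultures from separate preparations of one RNA, which could also exceed counting noise. Each library was treated as a separate sample.

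ERCC spike-in RNAs took 0.607 to 0.725% of the counts in 17 libraries. In replicate 1 of the soft, high AHA group they took 1.37% (95% Wilson interval 1.36 to 1.38%), and this library was left out of the comparisons. That left 2 soft, high AHA libraries and 3 in every other group, or 8 soft and 9 stiff libraries. Of 5 library measures compared between soft and stiff libraries, none differed after adjustment. The share of reads not aligned came closest, with 36.3% ± 0.246 (SD, n = 8) on soft and 37.1% ± 0.901 (SD, n = 9) on stiff substrates (two-sided exact permutation test, p = 0.0313, adjusted p = 0.156). Gene counts were 8044540 ± 607399 (SD, n = 8) on soft and 7467730 ± 1223720 (SD, n = 9) on stiff substrates (two-sided exact permutation test, p = 0.246, adjusted p = 0.383).

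Principal component analysis asked whether libraries group by stiffness or by adhesiveness. The first component of the 500 most variable genes carried 9.37% of the variance, and 72.2% of its sum of squares lay between stiffnesses against 13.9% between AHA concentrations. Along it, all 8 soft libraries lay apart from all 9 stiff libraries. The second component carried 8.57% of the variance, with 2.61% between stiffnesses and 19.3% between AHA concentrations. Among the other gene sets and prior counts, a prior count of 0.5 moved this result most: the share of the first component between stiffnesses was then 48.0% and soft and stiff libraries overlapped. With all 13438 tested genes it was 90.4%, and with the 658 genes called in any pairwise contrast, a choice made after seeing the data, it was 92.4%. The share also rested on single libraries. It was 37.1% without replicate 2 of soft, mid AHA, 46.4% without replicate 2 of soft, high AHA and 46.7% without replicate 3 of stiff, high AHA.

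**Figure D1:**
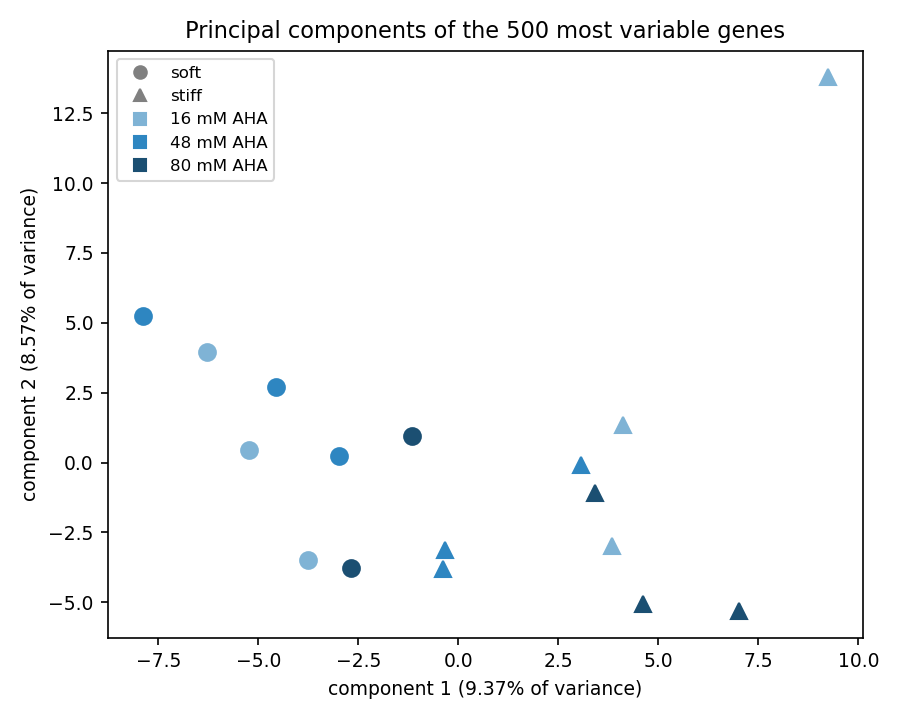
Scores of the 17 libraries on the first (x axis, 9.37% of variance) and second (y axis, 8.57% of variance) principal components, in log2 CPM units, with 1 point per library; circles are soft and triangles stiff substrates, and darker shades are higher AHA. The soft libraries lie to the left of the stiff ones, with high AHA furthest to the right among soft and mid AHA furthest to the left among stiff libraries.

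Differential expression was first computed between soft and stiff substrates at each AHA concentration. At low AHA, 408 of 13438 genes were called by edgeR's quasi-likelihood test, 114 higher and 294 lower on soft substrates. At mid AHA 384 genes were called (136 higher, 248 lower), and at high AHA 113 (55 higher, 58 lower). Unadjusted p-values under 0.05 were found for 1763, 1827 and 1405 genes, where 671.9 would be reached by chance. Effects were modest, with a median absolute log2 fold change of called genes of 0.34, 0.32 and 0.32. The choice of soft, high AHA libraries moved the high AHA count most: with all 3 of them this contrast called 341 genes. With replicate 2 or replicate 3 left out in place of replicate 1, alternatives chosen after seeing the data, it called 384 and 257. Single libraries also moved the counts. Low AHA gave 245 genes without replicate 1 of soft, low AHA. Mid AHA gave 222 without replicate 2 of soft, mid AHA and 254 without replicate 1 of stiff, mid AHA. High AHA gave 51 without replicate 3 of stiff, high AHA.

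In all, 649 genes were called at 1 or more AHA concentrations and 49 at all 3, of which 16 were higher and 33 lower on soft substrates in every contrast. The remainder comprised 131 genes called at low and mid AHA only, 8 at low and high only, 19 at mid and high only, and 220, 185 and 37 at low, mid or high AHA alone. Calls that were missing at a concentration did not usually mean a change of direction. Of the 408 genes called at low AHA, 393 (96.3%) had the same sign at mid and 357 (87.5%) at high AHA. Of the 384 called at mid AHA, 354 (92.2%) had the same sign at high AHA. These 3 contrasts share no library. The count common to all 3 was 97, 105 and 88 under the other choices of soft, high AHA libraries given above, and 23 without replicate 3 of stiff, high AHA. Averaged over AHA, soft minus stiff called 1154 genes (506 higher, 648 lower), with a median absolute log2 fold change of 0.22, and 639 of them exceeded 0.2 in absolute log2 fold change.

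The genes with the largest average decrease on soft substrates among those called at all 3 concentrations were Vgf, Synpo2l, Csf1, Flnc and Dusp14. Vgf (chromosome 5, 137026392 to 137033351, GRCm38) had a log2 fold change of -0.71 ± 0.076 (SE, adjusted p = 3.92e-14). Synpo2l (chromosome 14, 20658946 to 20668354) had -0.71 ± 0.092 (adjusted p = 2.74e-10) and Csf1 (chromosome 3, 107741048 to 107760469) -0.70 ± 0.073 (adjusted p = 1.71e-14). Flnc (chromosome 6, 29433256 to 29461883), which encodes the actin crosslinker filamin C, had -0.60 ± 0.036 (adjusted p = 1.26e-13), with 326 ± 23.9 CPM (SD, n = 8) on soft and 498 ± 37.4 CPM (SD, n = 9) on stiff substrates. Dusp14 (chromosome 11, 84048041 to 84069261) had -0.57 ± 0.079 (adjusted p = 3.57e-09). The largest increases were those of Trh (chromosome 6, 92242061 to 92244650; 0.56 ± 0.058, adjusted p = 1.06e-14), Kit (chromosome 5, 75574916 to 75656722; 0.43 ± 0.059, adjusted p = 3.57e-09), Nanog (chromosome 6, 122707489 to 122714633; 0.38 ± 0.040, adjusted p = 5.08e-14), Esrrb (chromosome 12, 86361117 to 86521628; 0.35 ± 0.029, adjusted p = 4.37e-20) and Sod2 (chromosome 17, 13006846 to 13040063; 0.34 ± 0.043, adjusted p = 7.83e-11). For 9 of these 10 genes, the exception being Kit, no soft library overlapped a stiff one, though they were chosen for their difference in these same libraries.

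**Figure D2:**
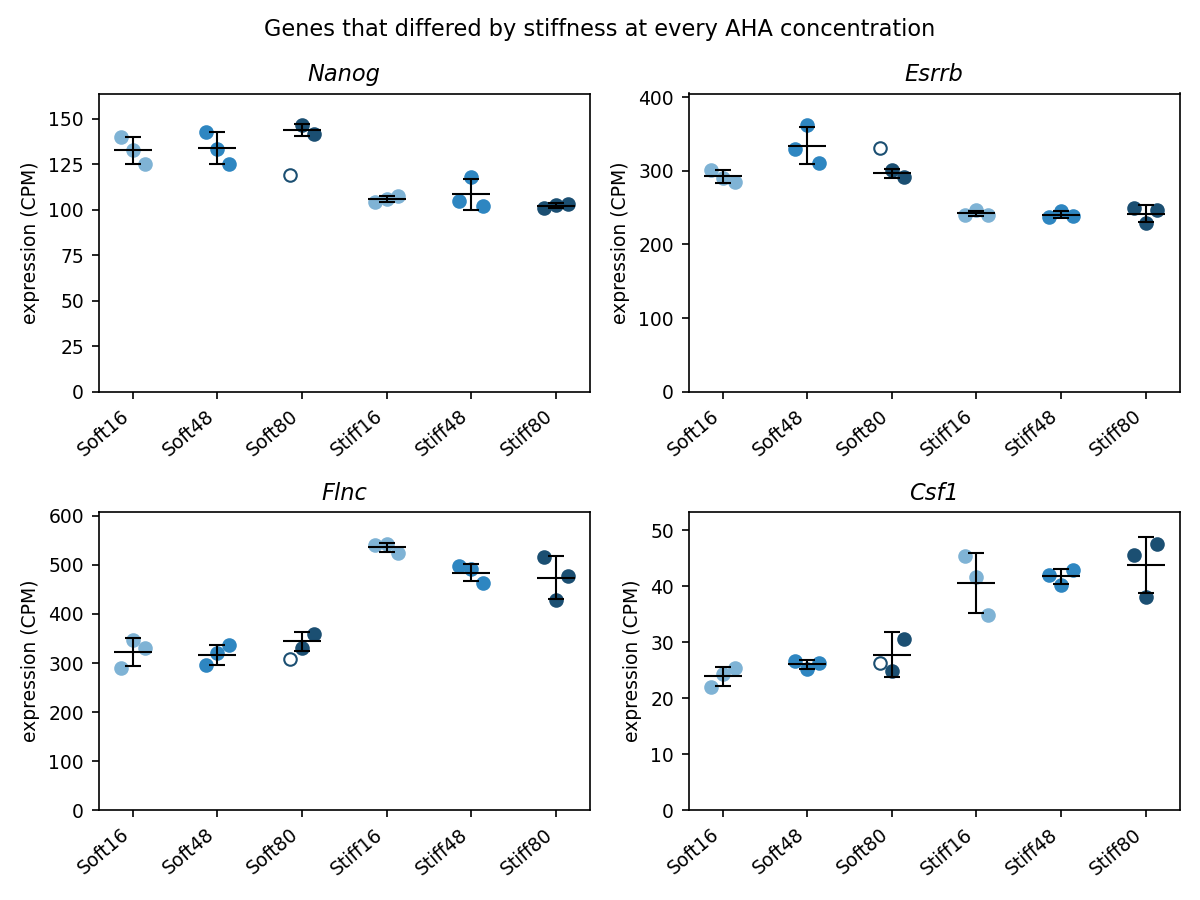
Expression of Nanog, Esrrb, Flnc and Csf1 (y axis, CPM) in each library of the 6 groups (x axis), with the group mean and SD as bars and the library that was left out as an open symbol. Nanog and Esrrb lie higher and Flnc and Csf1 lower in soft than in stiff libraries at every AHA concentration.

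Pluripotency markers were examined next, since the study asked whether soft substrates favour the naive state. Of 15 naive pluripotency genes, 14 were higher on soft substrates in the average effect, 13 of them called over all genes and 13 when adjusted over the list alone. The median log2 fold change was 0.26 (camera, adjusted p = 3.50e-25), and the list mean of each of the 8 soft libraries exceeded that of each of the 9 stiff libraries. The largest member was Dppa3 (chromosome 6, 122626410 to 122630272) at 0.50 ± 0.10 (SE, adjusted p = 8.59e-05). Nanog rose from 105 ± 5.14 CPM (SD, n = 9) on stiff to 136 ± 7.95 CPM (SD, n = 8) on soft substrates, and Esrrb from 241 ± 6.44 to 309 ± 25.4 CPM. Reads of Nanog, Zfp42 and Dppa3 could be shared with annotated pseudogenes. In 4 of the 15 genes, which were listed beforehand, no soft library overlapped a stiff one, where chance separates 0.00823% of genes. Stat3 (0.044 ± 0.039, adjusted p = 0.596) and Klf5 were not called, and the sign of Klf5, at -0.00017, turned positive under RLE scaling (0.0016). Prdm14 (0.38 ± 0.13, adjusted p = 0.0367), a gene with a mean of 12.5 CPM on soft substrates, lost its call in 9 of the 17 fits that left out a library. Its adjusted p was 0.115 without replicate 2 of soft, low AHA. It also lost its call with DESeq2 (adjusted p = 0.0646) and with replicate 3 of soft, high AHA left out in place of replicate 1 (0.34, adjusted p = 0.0720). Fbxo15 (0.15 ± 0.041, adjusted p = 0.00806) lost it without replicate 2 of soft, high AHA, where the fold change was 0.098 and the adjusted p 0.198. At single AHA concentrations, 5 (low), 7 (mid) and 5 (high) of the naive genes were called, and 14, 15 and 14 were higher on soft substrates.

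General pluripotency genes moved less. Pou5f1 (chromosome 17, 35506018 to 35510772) was not called (0.033 ± 0.025, SE, adjusted p = 0.514), with 551 ± 22.4 CPM (SD, n = 8) on soft and 540 ± 30.0 CPM (SD, n = 9) on stiff substrates. Sox2 (chromosome 3, 34650405 to 34652461) had 0.19 ± 0.029 (adjusted p = 9.40e-08) and Sall4 (chromosome 2, 168748332 to 168767943) 0.090 ± 0.022 (adjusted p = 0.00239). The median of the 3 genes was 0.090 (camera, adjusted p = 0.00268), and 7 of the 8 soft libraries had a higher list mean than every stiff library. The 6 formative genes had a median of -0.13 (camera, adjusted p = 0.00301), with 5 lower on soft substrates, 3 of them called over all genes and 3 when adjusted over the list alone. In 5 of the 8 soft libraries the list mean lay below every stiff library. Pou3f1 (-0.30 ± 0.053, adjusted p = 7.85e-06), Lef1 (-0.30 ± 0.087, adjusted p = 0.0116) and Dnmt3b (-0.13 ± 0.023, adjusted p = 7.34e-06) were called. The adjusted p of Lef1 was 0.0643, at -0.27, without replicate 3 of soft, high AHA. Otx2 (-0.14, adjusted p = 0.473), Sox4 (-0.071, adjusted p = 0.519) and Fgf5 (0.27, adjusted p = 0.506) were not called, and Fgf5, at a mean of 4.34 CPM on soft substrates, went the opposite way. Exons on the opposite strand of other annotated genes covered 54.6% of Sox4 and 14.1% of Pou5f1. Among the called genes they covered 13.7% of Lef1, 9.50% of Sall4 and 8.57% of Pou3f1.

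Further lists covered the cytoskeleton, signalling and epiblast stages. SRF targets were lower on soft substrates in 22 of 23 genes (median -0.26, camera, adjusted p = 1.60e-41), with 17 called over all genes and 19 when adjusted over the list alone. Focal adhesion genes were lower in 21 of 24 (median -0.22, adjusted p = 6.06e-36; 17 called lower, and 19 lower and 1 higher adjusted over the list alone) and YAP targets in 20 of 21 (median -0.21, adjusted p = 4.10e-17; 10 called, and 12 adjusted over the list alone). In these 3 lists, the list mean of each soft library lay below that of each stiff library. ERK-activated genes had a median of -0.084 (adjusted p = 1.36e-09), with 35 of 47 lower, and 7 of the 8 soft libraries lay below every stiff library. Calls were 1 higher and 14 lower over all genes, and 2 higher and 16 lower adjusted over the list alone. ERK-suppressed genes had a median of 0.099 (adjusted p = 0.00617), with 33 of 42 higher, and 6 of the 8 soft libraries lay above every stiff library. Their median moved with the libraries used: it was 0.18 with all libraries kept, 0.17 without replicate 3 of stiff, low AHA, 0.16 without replicate 2 of stiff, mid AHA or replicate 1 of soft, low AHA, and 0.15 without replicate 2 of soft, high AHA, and stayed past the threshold in each. Calls were 6 higher and 2 lower over all genes, and 9 higher and 2 lower adjusted over the list alone. Under fry and under a correlation estimated per list, each of the 9 list results past the threshold in the average stiffness effect kept its direction and its call.

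Genes of the post-implantation epiblast were lower on soft substrates in 141 of 198 cases (median -0.067, camera, adjusted p = 2.23e-09). Of those called, 4 were higher and 48 lower over all genes, and 8 higher and 58 lower adjusted over the list alone, and each of the 8 soft libraries had a lower list mean than every stiff library. Genes of the pre-implantation epiblast did not differ as a list: their median was 0.019 (adjusted p = 0.220), with 76 of 128 higher, and 0.032 without replicate 3 of stiff, high AHA or 0.029 without replicate 2 of soft, mid AHA. Of those called, 15 were higher and 13 lower over all genes, and 17 higher and 14 lower adjusted over the list alone, and in 1 of the 8 soft libraries the list mean lay above every stiff library.

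**Figure D3:**
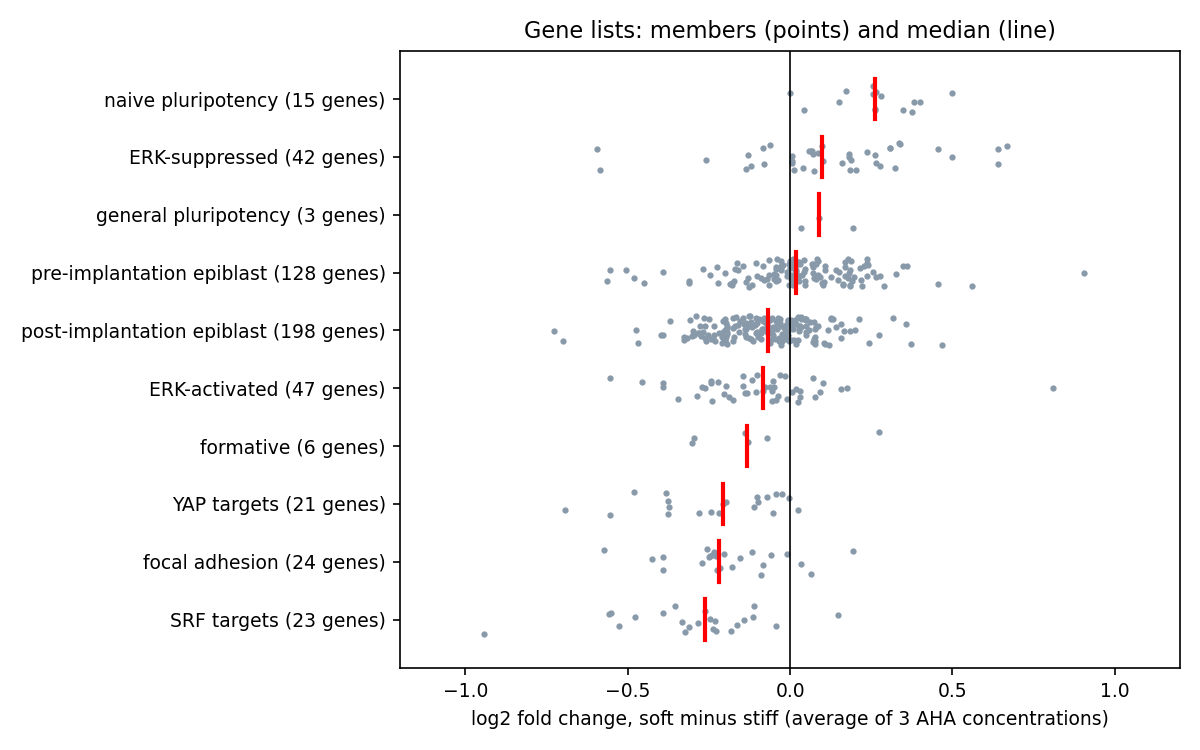
Average soft minus stiff log2 fold change (x axis) of each tested member (points) of the 10 gene lists (y axis, with the number of genes), with the list median as a red line. Medians run from -0.26 for SRF targets to 0.26 for naive pluripotency genes.

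Adhesiveness was then compared at each stiffness. On soft substrates, no gene was called between mid and low AHA, with 820 genes at an unadjusted p under 0.05 where chance gives 671.9. High against low AHA called 34 genes (29 higher, 5 lower) and high against mid AHA 9 genes, all higher, for 35 genes in at least 1 contrast. This union varied from 27 to 52 genes over the alternatives and was 16 without replicate 1 of soft, low AHA, where high against low AHA gave 8. The genes behind the count changed with the soft, high AHA libraries: of the 34 genes of high against low AHA, 24 were among the 45 called with all libraries kept, 9 among the 29 called with replicate 2 left out instead and 15 among the 40 called with replicate 3 left out instead. Without replicate 3 of soft, mid AHA, mid against low AHA gave 7 genes. Of the 34 genes, 17 were also called between soft and stiff at mid AHA, a contrast that shares no library with theirs. Chance gives 0.97 if every tested gene is equally likely to be called, a value that ignores expression level. In the library left out, compared with soft, mid AHA, 22 of the 34 had the same direction. Chance gives an even split there, so this is weak support. On stiff substrates, 0 genes were called between mid and low AHA (671 at an unadjusted p under 0.05), and 1 gene each in high against low and high against mid AHA (812 and 783 at an unadjusted p under 0.05). The alternative that moved the stiff union of 2 genes most was a fit of only the 2 groups compared, with 17 genes, a number reached as well with all genes of at least 2 counts. Without replicate 1 of stiff, high AHA it was also 17 and without replicate 3 of that group 0.

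The 5 genes with the lowest adjusted p between high and low AHA on soft substrates were higher at high AHA. They were Cald1 (chromosome 6, 34598500 to 34775473; 0.37 ± 0.048, SE, adjusted p = 2.44e-07), Tagln (chromosome 9, 45929619 to 45936058; 0.41 ± 0.066, adjusted p = 2.84e-05), Vim (chromosome 2, 13573927 to 13582826; 0.28 ± 0.046, adjusted p = 3.83e-05), Krt19 (chromosome 11, 100140810 to 100148665; 0.41 ± 0.070, adjusted p = 0.000146) and Tpm1 (chromosome 9, 67022590 to 67049406; 0.23 ± 0.041, adjusted p = 0.000278). In each of them both high AHA libraries lay above all 3 low AHA libraries, a separation that chance gives, in either direction, for 20% of genes not chosen for their difference. In the library left out, Cald1, Tagln, Vim and Krt19, but not Tpm1, also lay above all 3 low AHA libraries. Tagln measured 189 ± 10.7 CPM (SD, n = 2) at high and 142 ± 8.45 CPM (SD, n = 3) at low AHA. Exons of opposite-strand genes cover 67.9% of Tagln. Tpm1 lost its call without replicate 1 of soft, low AHA (0.19, adjusted p = 0.0582). It also lost it when replicate 2 (0.14, adjusted p = 0.186) or replicate 3 (0.16, adjusted p = 0.0577) of soft, high AHA was left out in place of replicate 1. On stiff substrates Map1b (chromosome 13, 99421446 to 99516540) was lower at high than at low AHA (-0.22 ± 0.045, adjusted p = 0.0342), with 379 ± 10.3 and 441 ± 6.16 CPM (SD, n = 3 each), a call that was absent with DESeq2 (adjusted p = 0.278) and in 4 of the 17 fits that left out a library, with an adjusted p of up to 0.324 (without replicate 3 of stiff, high AHA). Trrap (chromosome 5, 144767732 to 144859778), the single gene of high against mid AHA and named after its values were seen, was lower at high AHA (-0.26 ± 0.046, adjusted p = 0.000920), with 335 ± 9.11 and 403 ± 12.3 CPM (SD, n = 3 each). It lost its call without replicate 3 of stiff, mid AHA (adjusted p = 0.137) and without replicate 3 of stiff, high AHA (adjusted p = 0.0507).

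None of the 24 general, naive or formative markers was called in any of the 6 adhesiveness contrasts. At an unadjusted p under 0.05 there were 6, 2 and 3 of them on soft substrates (mid against low, high against low, high against mid AHA) and 2, 4 and 2 on stiff substrates. Chance gives 5% of the 24, less than each of these counts. The calls were adjusted over all genes, and the markers were not tested as a set in these single contrasts. Small shifts of the markers with AHA are therefore not excluded. Across both stiffnesses, high minus low AHA called 15 genes (10 higher, 5 lower). In this contrast the SRF list had a median of 0.075 (15 of 23 higher; camera, adjusted p = 0.000819), the naive list 0.036 (11 of 15 higher; adjusted p = 0.0409) and the focal adhesion list 0.025 (15 of 24 higher; adjusted p = 0.0464). None of these 3 held under fry (adjusted p of 0.0771, 0.117 and 0.178) or an estimated correlation (0.139, 0.170 and 0.249). In the SRF and focal adhesion lists 0 of the 5 high AHA libraries lay above every one of the 6 low AHA libraries, and 2 of 5 did in the naive list. These counts pooled both stiffnesses and cannot decide an effect of AHA. All soft libraries lay below all stiff ones in the SRF and focal adhesion lists, so soft, high AHA libraries could not pass there. In the naive list, where soft libraries lay above, only the 2 soft, high AHA libraries could pass. The SRF median was -0.014 without replicate 2 of soft, high AHA, the naive median 0.011 without replicate 1 of stiff, high AHA and the focal adhesion median 0.0048 without replicate 2 of soft, high AHA. The other 7 lists did not pass the threshold, with medians of 0.038 for YAP targets (adjusted p = 0.0919), 0.018 for post-implantation genes (0.183), -0.037 for ERK-suppressed genes (0.183), -0.030 for ERK-activated genes (0.366), 0.022 for formative genes (0.844), -0.015 for general pluripotency genes (0.870) and -0.016 for pre-implantation genes (0.870). Leaving out 1 library turned the sign of 5 of these 7: YAP targets (-0.00093) and ERK-activated genes (0.0074) without replicate 1 of stiff, high AHA, ERK-suppressed genes (0.0035) without replicate 3 of soft, high AHA, formative genes (-0.023) without replicate 2 of soft, low AHA and pre-implantation genes (0.0074) without replicate 1 of stiff, low AHA. YAP targets passed the threshold without replicate 3 of soft, low AHA (0.050, adjusted p = 0.0477) and without replicate 2 of stiff, high AHA (0.029, adjusted p = 0.0182). Over all genes, calls were 1 gene higher in the SRF list and 0 in the naive and focal adhesion lists. Adjusted over the list alone they were 4, 0 and 2, all higher.

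The interaction tested whether the effect of stiffness differed between AHA concentrations. It called 4 genes, with 902 at an unadjusted p under 0.05 where chance gives 671.9. They were Tagln (adjusted p = 1.23e-05), Cald1 (adjusted p = 0.000973), Tpm1 (adjusted p = 0.00188) and Acta2 (chromosome 19, 34241090 to 34255590; adjusted p = 0.00610), all of which encode actin-binding or actin proteins. Soft minus stiff log2 fold changes at low, mid and high AHA were -0.73, -0.72 and -0.20 for Tagln, -0.52, -0.41 and -0.13 for Cald1, -0.50, -0.39 and -0.18 for Tpm1, and -0.65, -0.72 and -0.21 for Acta2. In all 4 genes both soft, high AHA libraries lay above the other 6 soft libraries, a separation that chance gives, in either direction, for 7.14% of genes not chosen for their difference. The library left out also lay above these 6 for Tagln, Cald1 and Acta2, but not for Tpm1. The count moved most, to 12, when replicate 2 of soft, high AHA was left out in place of replicate 1. It was 2 with replicate 3 left out instead, 12 without replicate 2 of stiff, low AHA and 10 without replicate 2 of soft, low AHA. Of the 4 genes, 1 (Tagln) was called under each of the 3 other choices of soft, high AHA libraries. Acta2 lost its call without replicate 2 of stiff, high AHA (adjusted p = 0.0539), with DESeq2 (0.0592) and with replicate 3 of soft, high AHA left out instead (0.108).

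**Figure D4:**
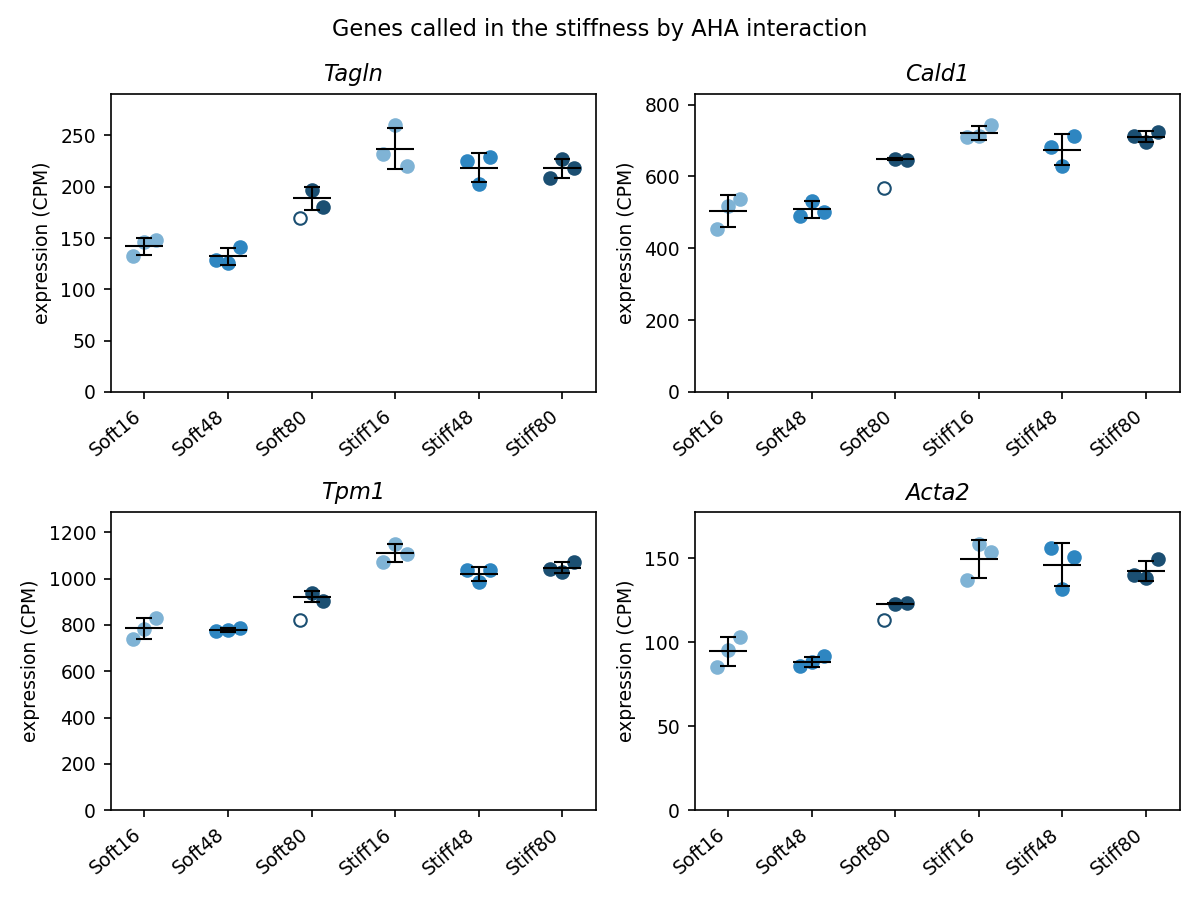
Expression of the 4 interaction genes Tagln, Cald1, Tpm1 and Acta2 (y axis, CPM) in each library of the 6 groups (x axis), with the group mean and SD as bars and the library that was left out as an open symbol. The closed symbols of soft, high AHA lie above those of the other soft groups, and the open symbol lies below the closed ones and, except for Tpm1, above the other soft groups.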

Values the study reported

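The study reported 452 genes that differed with substrate stiffness and 52 that differed with ECM tethering. Its stiffness comparisons gave 303 genes at low, 277 at mid and 83 at high ECM tethering. Its tethering comparisons gave 51 genes on soft and 1 on stiff substrates.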

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

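The tests of a changed expression profile, of the choice of soft, high AHA libraries, of mixed cells and of chance in the pair of libraries used were chosen only after the results were seen.

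The interaction test drew attention to a difference between AHA concentrations in the effect of stiffness, with 4 genes called: Tagln (adjusted p = 1.23e-05), Cald1 (adjusted p = 0.000973), Tpm1 (adjusted p = 0.00188) and Acta2 (adjusted p = 0.00610). Of 100 splits of the soft and stiff libraries between AHA concentrations, 15 gave as many genes, the observed one included, so the count of 4 could have arisen by chance. The choice of soft, high AHA libraries was tested for each gene. Tagln was called under all 3 other choices (adjusted p up to 0.00603), and in the library left out it measured 169.5 CPM, above the other 6 soft libraries (up to 147.8 CPM), which argues against the choice as its cause. Of Cald1, Tpm1 and Acta2, 0 were called under all 3 other choices (Acta2 under 2, Cald1 and Tpm1 under 0), so their calls depend on it, although the library left out lay above the other 6 soft libraries for Cald1 and Acta2. An effect of ECM tethering on these genes stays open as a hypothesis. For Tagln, exons of genes on the opposite strand cover 67.9% of its exonic bases, and whether the counts used the strand was not stated.

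The same difference was then tested for whole lists, a contrast chosen after the main results were seen. Its p-values were adjusted over the 10 lists, apart from the 20 planned list tests. The stiffness effect at high minus low AHA had a median of 0.23 for SRF targets (20 of 23 higher; camera, adjusted p = 2.06e-11, fry 0.00561), 0.17 for YAP targets (16 of 21 higher; 1.10e-05, fry 0.00561) and 0.17 for focal adhesion genes (19 of 24 higher; 3.42e-09, fry 0.00561). These genes were lower on soft than on stiff substrates, and less so at high AHA. Of 100 splits, the observed one included, 4 gave a result as large for SRF targets, 1 for YAP targets and 1 for focal adhesion genes, which argues against chance alone. With the other choices of soft, high AHA libraries the medians were smaller: with all 3 libraries, replicate 2 left out and replicate 3 left out they were 0.14, 0.13 and 0.16 for SRF targets, 0.15, 0.092 and 0.14 for YAP targets, and 0.13, 0.098 and 0.11 for focal adhesion genes, all past the threshold. The other 7 lists had adjusted p-values of 0.132 or more with camera and 0.114 or more with fry.

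Stiff-like cells or RNA mixed into the soft, high AHA libraries would move all genes towards the stiff level. Genes higher on soft substrates at mid AHA moved towards it by -8.22% of the mid AHA difference, that is, away from it, which argues against mixing. The splits above regrouped the libraries of the main fit, so they do not test which soft, high AHA libraries were used. For SRF targets, chance in the 2 libraries used cannot be told apart from an effect of tethering. The list did stay past the threshold with each other choice of libraries. In the third library, 9 of 23 SRF targets lay above every soft, low AHA library and 7 below, where chance gives 25% each, and their median difference was -0.0041, so it showed no shift of this list. In replicates 2 and 3, 16 and 12 lay above and 1 and 5 below. Of 24 focal adhesion genes, 8 lay above and 4 below in the third library (median 0.019), which had moved by 23.3% of the mid AHA difference towards stiff, against 48.2% and 37.99% in replicates 2 and 3. The third library was not compared for YAP targets. A weaker stiffness response of the cytoskeleton at high tethering stays open as a hypothesis.

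ERCC RNAs took 1.37% of the counts in replicate 1 of soft, high AHA, a signal from spike-ins outside the gene comparisons and above the 0.607 to 0.725% of the other libraries. Less RNA in the input of that library could raise the share, but the detected genes do not decide it: at a common depth of 5850621 counts it had 21878.5 genes against 21648.9 to 22628.6 in the others. A changed expression profile is not decided either, since the largest root mean square log2 difference from another soft, high AHA library was 0.196, against 0.173 to 0.195 in the 16 other replicate pairs. That largest difference was from replicate 2, which also differed by 0.195 from replicate 3. Between replicates 1 and 3 the difference was 0.186. No biological explanation was tested for the share.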

How the results depend on the processing

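Leaving out replicate 2 or replicate 3 of soft, high AHA in place of replicate 1, and computing components on called genes, were chosen after seeing the data. No paired analysis was possible because the labels give no replicate number shared between groups. Each list result of the average stiffness effect kept its direction and its side of the threshold in every alternative that kept the replicates, and DESeq2's size factors (RLE) moved no count by more than 1.5 times.

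The choice of soft, high AHA libraries moved the stiffness counts at high AHA and at all 3 AHA concentrations most. With all libraries kept, high AHA gave 341 stiffness genes, all 3 AHA concentrations 97, high against low AHA on stiff 3 and the stiff union 4. With replicate 2 left out instead, these were 384, 105, 4 and 6, with 5 genes for high against mid AHA on soft, 2 for high against mid AHA on stiff and 12 for the interaction. With replicate 3 left out instead, they were 257, 88, 4 and 6, with 2 for high against mid AHA on stiff and 2 for the interaction. These fits differ only in which libraries they hold.

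The small adhesiveness counts moved under other filters and fits. With all genes of at least 2 counts there were 4 genes for mid against low AHA on soft, 16 for high against mid AHA on soft, 9 for high against low and 10 for high against mid AHA on stiff, 17 in the stiff union and 10 in the interaction. All annotated genes gave 0 for high against low AHA on stiff and 1 in the stiff union, and DESeq2 gave 0 and 1. Without robust estimation they were 4 and 5. One F test over the AHA concentrations gave 1 gene on stiff. Fits of only the 2 groups compared gave 8 genes for mid against low AHA on soft, and 11, 7 and 17 for high against low, high against mid and the union on stiff. A minimum absolute log2 fold change of 0.2 left 639 genes in the average stiffness effect, by its construction. For the others the cause was not tested.

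For high minus low AHA averaged over stiffness, list results were the least stable. With fry and with an estimated correlation, the medians stay at 0.036 (naive), 0.075 (SRF) and 0.025 (focal adhesion), and none passed the threshold. With at least 10 counts in every library the focal adhesion list had 0.025 (adjusted p = 0.0537). With all libraries kept, medians were 0.040 for naive (0.0552), 0.0023 for ERK-activated, a reversal, and 0.011 for focal adhesion genes (0.293). With replicate 2 left out instead they were 0.041 for naive (0.146), -0.0036 for formative and -0.018 for YAP targets, both reversals, 0.026 for SRF (0.385) and 0.0090 for focal adhesion genes (0.620). With replicate 3 left out instead they were 0.057 for naive (0.0628), -0.0026 for YAP targets, a reversal, and 0.012 for focal adhesion genes (0.578). Beyond the choice of libraries, the cause was not tested.

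Named genes changed little: outside the fits that left out a replicate, 15 results were weaker, 4 reversed and 397 the same. The last count also holds the SRF, YAP and focal adhesion list results for the stiffness effect at high minus low AHA. These lists were the same in every such alternative. All 4 reversals were Klf5, whose log2 fold change near 0 became 0.0016 with RLE, 0.0046 with all genes of at least 2 counts, 0.0020 with at least 10 counts in every library and 0.0017 with DESeq2. For the first principal component, all tested genes gave 10.6% of the variance and 90.4% between stiffnesses, called genes 48.97% and 92.4%, and a prior count of 0.5 gave 48.0% between stiffnesses.

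Across the fits that each left out 1 replicate, stiffness genes ranged from 245 to 423 at low, 222 to 424 at mid and 51 to 117 at high AHA, and from 23 to 51 at all 3. On soft, mid against low AHA ranged from 0 to 7, high against low from 8 to 39 and the union from 16 to 43. On stiff, mid against low AHA ranged from 0 to 1, high against low from 0 to 15, high against mid from 0 to 5 and the union from 0 to 17. The interaction ranged from 3 to 12. Fits that left 1 library in soft, high AHA gave no counts for its contrasts. List medians of high minus low AHA ranged from 0.011 to 0.050 for naive, -0.023 to 0.043 for formative, -0.043 to 0.0074 for ERK-activated, -0.064 to 0.0035 for ERK-suppressed, -0.014 to 0.093 for SRF, -0.00093 to 0.050 for YAP, 0.0048 to 0.039 for focal adhesion and -0.017 to 0.0074 for pre-implantation genes. They ranged from -0.032 to -4.7e-05 for general pluripotency and from 0.0015 to 0.026 for post-implantation genes. Klf5 ranged from -0.016 to 0.025. Counts both fell and rose when a library was left out, and the cause was not tested.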

Other observations

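The tests of fewer libraries, of a differing soft, high AHA library, of a smaller effect in each direction and of a common depth were chosen only after the result was seen.

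Libraries were regrouped to see how often chance alone gives results as large. Between a pair of groups of 3 only 10 splits exist, so no share under 0.1 can be reached. For stiffness at low and mid AHA, only the observed split gave as many genes (1 and 1), and the 9 others gave at most 1 gene. Although 10 splits cannot settle it alone, 393 of the 408 low AHA genes had the same sign at mid AHA in other libraries, which argues against chance. For mid against low AHA, 10 splits on soft and 10 on stiff gave as many genes, which says nothing, since the observed count was 0 in both. On stiff, 3 splits did so for high against low AHA and 1 for high against mid AHA, and chance cannot be told apart for these single genes because of the few splits. Over 100 splits between stiffnesses, the observed one included, 1 was as large for genes called at any AHA concentration, 1 for all 3 concentrations and 1 for the average effect. For the list medians of that effect, it was 1 for general pluripotency, 1 for naive, 4 for formative, 2 for ERK-activated, 3 for ERK-suppressed, 1 for SRF, 1 for YAP, 1 for focal adhesion and 1 for post-implantation genes, which argues against chance, and 9 for pre-implantation genes.

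Over 100 splits between AHA concentrations, 1 was as large for the soft union and 14 for the stiff union. For the list medians of high minus low AHA, it was 53 for general pluripotency, 22 for naive, 54 for formative, 11 for ERK-activated, 33 for ERK-suppressed, 10 for SRF, 30 for YAP, 40 for focal adhesion, 8 for post-implantation and 12 for pre-implantation genes. Chance could account for each of these list values and for the stiff union.

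Fewer stiffness genes were called at high AHA (113) than at low (408) or mid AHA (384). Having 2 libraries in the soft group does not account for all of it: over the 6 fits with 2 soft libraries at low or mid AHA, the lowest count was 222 and the highest 332. A soft, high AHA library that differs from the others could account for it. The counts from the 3 pairs of these libraries differed by up to 3.40 times. Replicate 2, which was kept, lay furthest from the others. Its root mean square log2 differences from replicates 1 and 3 were 0.196 and 0.195, against 0.186 between those. The pair without replicate 2 gave 384 genes, and the pairs with it 257 and 113. A smaller effect of stiffness at high AHA was tested with slopes on the mid AHA fold changes. For genes higher on soft, the 3 soft, high AHA libraries had slopes of 0.418 or more, above the 0.222 to 0.3496 of the soft, low AHA libraries, which argues against it for these genes. For genes lower on soft it cannot be told apart: the 2 libraries behind the count of 113 had 0.315 and 0.390, below the 0.525 to 0.685 of the soft, low AHA libraries, while replicate 1, which was left out, had 0.537, within that range.

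Technical explanations were weighed for the genes called in the average stiffness effect. An effect of sequencing index could not be weighed, since the indexes followed the order of the groups. After trends with GC content and transcript length were removed, each list past the threshold kept at least 86.4% of its median. Scaling by library size alone gave a median log2 fold change of 0.012 over all genes, with 634 genes called higher and 582 lower. Library sizes here were also summed over the tested protein-coding genes. The abundant non-coding genes did not enter them, so this comparison could not show a shift by those genes. The largest protein-coding gene, Hsp90ab1, took 0.639% of all gene counts. With every library thinned to a common depth, 908 of the 1154 genes called were still called in the same direction, and all 1154 kept their sign, which argues against depth as the cause. Among annotated non-coding genes, 57 of 2917 were called (32 higher, 25 lower). A different share of primitive endoderm-like cells on soft substrates stays open. The median of 15 markers was -0.14, but they went both ways: 5 abundant ones were called lower, while 7 with few counts were higher and not called. An effect of stiffness on the cytoskeleton and on naive pluripotency genes is a further open hypothesis.

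The count of genes that differed with AHA on stiff substrates was 2 with edgeR and 1 with DESeq2. The count with edgeR is higher than the value quoted from the study above.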
